A study of Mus musculus with 7 samples.

How the data were processed

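Single-cell RNA libraries came from bone marrow LSK cells, which are lineage-negative cells sorted for the surface proteins Sca-1 and cKit, of mice whose labels read B4galt1 knockout or WT. There were 7 libraries: 3 labelled knockout and 4 labelled WT. The authors deposited UMI counts per gene and barcode as a sparse matrix for each library, written by Cell Ranger 7.0.0 per the file headers. The labels' protocols name the Single Cell 3′ v2 kit of 10X Genomics for every library. Neither the file headers nor the labels give the genome build, the annotation, a filter on cells or a normalization, and the counts were used as deposited. All 32285 genes were the same and in the same order in the 7 libraries.

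Barcodes were kept as cells with at least 1000 UMIs, at least 500 detected genes and a mitochondrial share of at most 10%. Scrublet was run per library and marked so few barcodes (0 to 5 per library) that it cannot be said to have worked, so doublets remain among the cells. An alternative removed the 1346 cells with the highest doublet scores, at a rate of 0.8% per 1000 barcodes. Total UMIs per library ranged from 14970791 to 89747946, and kept cells from 1168 to 8862. Library pairs were checked for duplicated counts, and none was a copy of another.

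Cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 (Leiden, resolution 1) on counts scaled to 10000 per cell and log-transformed, with 2000 highly variable genes, 30 principal components and 15 neighbours. S and G2/M genes, mitochondrial, ribosomal protein and Y-linked genes, Xist, Tsix, B4galt1 and Muc13 were left out, 214 genes in all. Without centring, 6 clusters of over 2% of the cells took over 60% of their equally weighted cells from 1 library, so genes were centred within libraries, as laid down before the data were examined. This gave 21 clusters. A cluster took a class name only if at least 3 markers and 40% of the markers of that class were raised, with at least 2 among its top 25 genes. Those limits were tightened after the clusters had been seen, while the marker lists were fixed before. Clusters 2, 4 and 5 leaned to the lymphoid markers and stayed unnamed. They held 4.49%, 3.62% and 2.09% of the cells of a knockout-labelled library on average, and 8.65%, 6.49% and 1.32% of those of a wild-type-labelled one. No cluster took the name erythroid, macrophage or endothelial.

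For each library, raw counts were summed over all kept cells (the LSK sums) and over each class with at least 20 cells in every library. The sums were compared between the label groups with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, robust fit, no covariate), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists fixed beforehand were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and with fry and an estimated correlation beside it. The 8 lists were megakaryocyte genes, HSC genes, Wnt target genes, Wnt pathway components, interferon response, S phase, G2/M phase and the beta-1,4-galactosyltransferase family. The HSC list was left out in HSC-like cells, because its genes name that class, and in lymphoid-like cells, which were tested outside the comparisons laid down beforehand. Shares of cells were compared by a two-sided exact permutation test over all 35 splits of the 7 libraries into 3 and 4. The smallest p that test can give is 0.0286.

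The barcodes fell into 2 lists of sequences, called list A (knockout replicates 1 and 2, WT replicates 1, 2 and 3) and list B (knockout replicate 3 and WT replicate 4). This was found after the data had been examined, and it leaves in doubt whether the kit named in the labels was used for both lists. A fit with the list as a covariate and a fit of the 5 libraries of list A alone were therefore added. Other alternatives were the size factors and Wald test of DESeq2 1.42.0, no gene filter, each library left out, a replicate block, a depth covariate, other cell filters, other clusterings, equal numbers of cells and UMIs (1070 cells per library at 3000 UMIs each), and sums without certain classes.

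The genes named were fixed by a rule: B4galt1 and its family, Muc13, the 5 largest rises and 5 largest falls among called LSK genes with a mean CPM of at least 5 and no overlap between the groups, 2 such genes per class, the 3 members with the smallest p in each list past the threshold, and Xist with Y-linked genes. The rule named 0 genes by size of change, since edgeR called 0 genes in the LSK sums (693 at an unadjusted p below 0.05, and 96 by DESeq2). The same rule was then applied to the fit with the barcode list as a covariate, which is a departure made after the values had been seen. CPM values are library-size-normalized counts from edgeR with TMM factors. The edgeR and camera steps were tested on simulated counts with 200 changed genes of log2 fold change 2. With a difference between the barcode lists in the simulation, the fit without a covariate recovered 100 of the 200 with 0 false calls, and the fit with one recovered 199 with 17 false calls. Positions are those of GENCODE M21 (GRCm38) for the gene identifiers in the files, of which 32158 of 32285 matched.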

Results

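Transcripts were counted in single LSK cells of 3 libraries labelled B4galt1 knockout and 4 labelled WT. B4galt1 encodes an enzyme that adds galactose to the sugar chains of proteins, and the series title asks how glycosylation bears on the megakaryocytic fate of hematopoietic stem cells through Wnt and Muc13. The knockout-labelled libraries held 53397644, 20340795 and 80158438 UMIs over 6152, 3730 and 6971 barcodes. The wild-type-labelled libraries held 15605035, 14970791, 22419960 and 89747946 UMIs over 3163, 2616, 4623 and 9210 barcodes. After filtering, 3070, 1723 and 6855 knockout-labelled cells and 1243, 1168, 1495 and 8862 wild-type-labelled cells remained. The median kept cell of a library held between 8046 and 11078 UMIs.

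The libraries split on something other than their label. The opening bases of the barcodes took the same 480 sequences in knockout replicate 3 and WT replicate 4 (list B). The other 5 libraries (list A) took 900 to 958 sequences, of which at most 128 were shared with list B. Over 96% of list B barcodes passed the cell filter (98.3% and 96.2%), against 32.5% to 49.9% in list A. Ribosomal protein genes took 31.7% and 31.8% of UMIs in list B and 14.7% to 22.3% in list A. The first principal component of the LSK sums, with 65.8% of the variance, parted the lists. The labels name 1 kit for every library, which these barcodes leave uncertain, and with it how far CPM values compare between lists. Each list holds both labels, so differences were also taken within lists, although list B has 1 library per label and so no replicate.

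**Figure D1:**
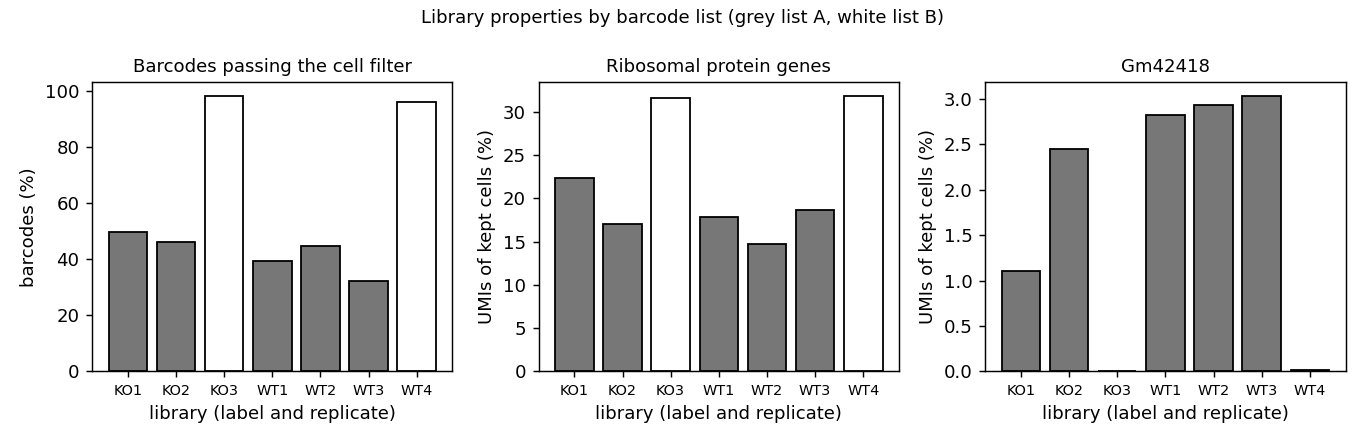
Share of barcodes passing the cell filter, share of kept-cell UMIs in ribosomal protein genes and share in Gm42418 (all in percent) for each library, with grey bars for list A and white bars for list B. Knockout replicate 3 and WT replicate 4 stand apart from the other 5 libraries in all 3 panels.

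B4galt1 (ENSMUSG00000028413, chromosome 4, 40804602 to 40854005 on the minus strand) was the check of the labels. Its CPM in the LSK sums was 53.1, 53.2 and 31.8 in the knockout-labelled libraries, a mean of 46.0 ± 12.4 (SD, n = 3). In the wild-type-labelled libraries it was 54.2, 60.6, 52.1 and 39.5, a mean of 51.6 ± 8.85 (SD, n = 4). The log2 fold change (knockout minus wild-type label) was -0.17 (SE 0.26, edgeR adjusted p 1.00). It was 0.021 without knockout replicate 3, and -0.14 (adjusted p 0.536) with the barcode list as a covariate. B4galt1 RNA therefore did not separate the labels. The deleted part of the gene is not given in the labels, and a 3′ tag outside it checks nothing, so groups are named here by their labels. The other members of the family, B4galt2 to B4galt7, had log2 fold changes from -0.36 (B4galt2) to 0.73 (B4galt6), with edgeR adjusted p of 1.00. Of these, B4galt2, B4galt3, B4galt5 and B4galt6 changed sign when single libraries were left out.

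Muc13 (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934) had a CPM in the LSK sums of 99.1, 115 and 256 in the knockout-labelled libraries (157 ± 86.3, SD, n = 3) and of 100.1, 109.8, 82.4 and 123.2 in the wild-type-labelled ones (104 ± 17.1, SD, n = 4). Its log2 fold change was 0.59 (SE 0.36, edgeR adjusted p 1.00), and 0.014 without knockout replicate 3. The covariate fit gave 0.41 (adjusted p 0.291). Within list A it was 0.12 (adjusted p 0.780), and the log2 ratio within list B was 1.05, from 1 library per label.

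Within HSC-like cells Muc13 stood at 208 ± 55.3 CPM (SD, n = 3) against 126 ± 25.4 (SD, n = 4), and every knockout-labelled library lay above every wild-type-labelled one. The log2 fold change was 0.72 (SE 0.31, edgeR adjusted p 1.00), and 0.67 with the barcode list as a covariate (adjusted p 0.419). Of the 16 alternatives of the covariate fit, 1 called it, that without the gene filter (adjusted p 0.0290). Within lymphoid-like cells Muc13 stood at 65.6 ± 7.21 CPM (SD, n = 3) against 31.2 ± 10.1 (SD, n = 4), again without overlap, with a log2 fold change of 1.07 (SE 0.30, edgeR adjusted p 1.00). With the covariate it was 1.13 (SE 0.20, edgeR adjusted p 0.0075), and the call was lost without knockout replicate 3 (adjusted p 0.122) and without WT replicate 4 (adjusted p 0.116). The exact permutation p, two-sided and on plain CPM, was 0.0571 in HSC-like cells, 0.0571 in lymphoid-like cells and 0.229 over all kept cells. The HSC-like class was made of different clusters in the libraries, by list and by label. Cluster 9 held 27.1% and 22.7% of the cells of knockout replicates 1 and 2, 11.4%, 13.3% and 12.1% of those of WT replicates 1, 2 and 3, and at most 0.044% in list B. Cluster 12 held 0.619% and 2.55% in knockout replicates 1 and 2 against 8.61%, 9.503% and 8.70% in WT replicates 1, 2 and 3. This mix bears on each gene compared within HSC-like cells.

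**Figure D2:**
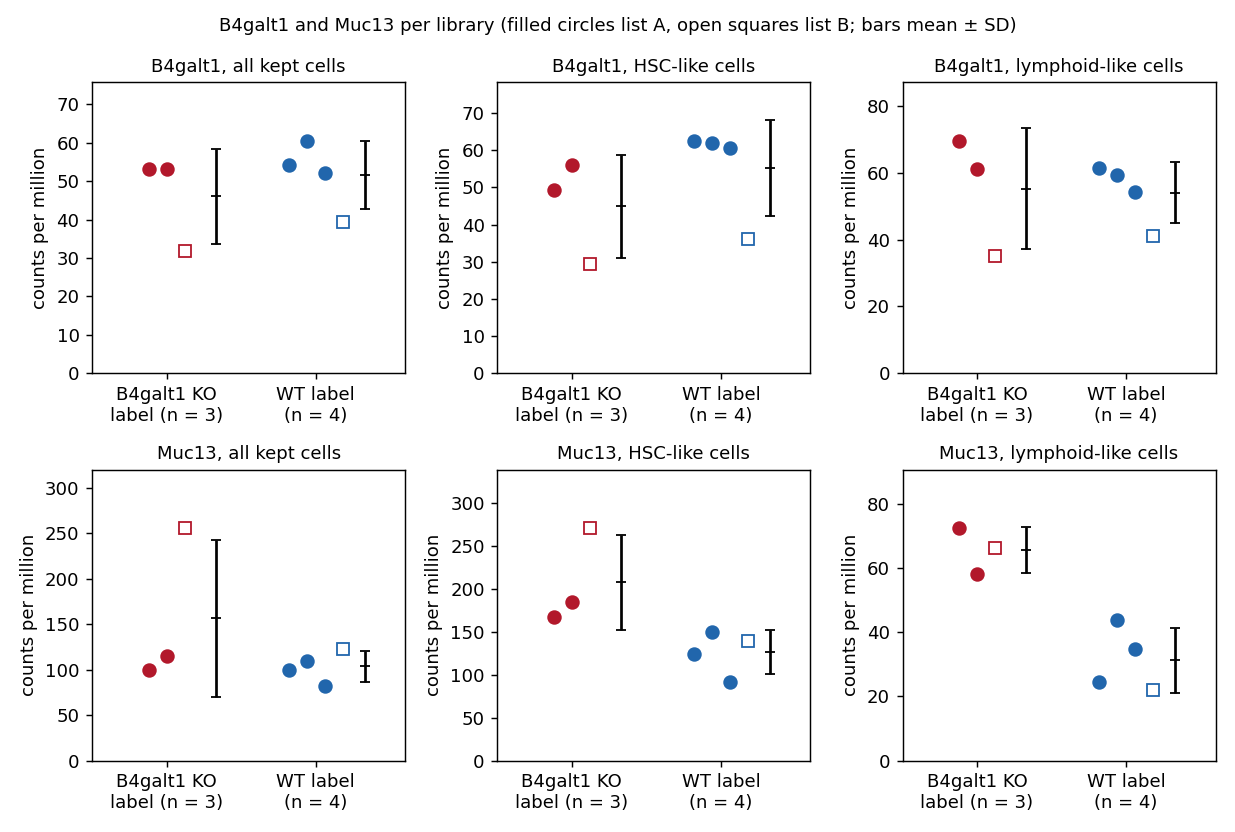
B4galt1 (top) and Muc13 (bottom) in CPM for each library in all kept cells, HSC-like cells and lymphoid-like cells, with mean and SD beside the points, circles for list A and squares for list B. In HSC-like and lymphoid-like cells the 3 knockout-labelled libraries lie above the 4 wild-type-labelled ones for Muc13, while the groups overlap for B4galt1.

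Over the LSK sums, edgeR called 0 of 14632 genes without a covariate, with 693 at an unadjusted p below 0.05. DESeq2 called 96 genes, 37 higher and 59 lower in the knockout-labelled libraries. The groups did not overlap for 840 genes (5.74%). Exchangeable libraries would give 5.71%, but the barcode lists make them unlike, so the 20 splits that part the list B libraries are the closer comparison. The other 19 of these, counted after the data were seen, gave a median of 138 genes and at most 687. With the barcode list as a covariate, an alternative chosen after the data were seen, edgeR called 162 genes, 69 higher and 93 lower. List A alone gave 366 genes, 187 higher and 179 lower. The covariate count was 855 under DESeq2 and 562 without the gene filter. With 1 library left out it was 14 without WT replicate 3, 58 without WT replicate 1 and 58 without WT replicate 2, 91 without knockout replicate 1, 354 without WT replicate 4 and 361 without knockout replicate 3.

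By the naming rule applied to the covariate fit, chosen after values were seen, the largest rises were in Slc4a8 (log2 fold change 2.06, SE 0.24, edgeR adjusted p 0.0118), Csf1r (1.84, SE 0.25, adjusted p 0.0145), Mpo (1.82, SE 0.34, adjusted p 0.0414), Rab44 (1.75, SE 0.23, adjusted p 0.0119) and Slpi (1.70, SE 0.27, adjusted p 0.0319). The largest falls were in Ccl27a (-4.39, SE 0.38, adjusted p 0.0062), Ighv1-77 (-3.34, SE 0.44, adjusted p 0.0296), Fam155a (-3.18, SE 0.38, adjusted p 0.0118), Arpp21 (-2.43, SE 0.36, adjusted p 0.0304) and Bank1 (-2.03, SE 0.26, adjusted p 0.0118). All 10 kept their direction within list A and within list B, but the rule's demand for no overlap between the groups leaves little room for another outcome. Of the 10, only Slc4a8, Csf1r, Ccl27a and Bank1 stayed past the threshold under all alternatives run of that fit. Of 17 such alternatives, Mpo and Arpp21 were past the threshold in 11, Slpi in 10 and Ighv1-77 in 12. Mpo (adjusted p up to 0.172), Slpi (0.154) and Arpp21 (0.257) were each lost without knockout replicate 1 or 2 and without WT replicate 1, 2 or 3. Ighv1-77 was lost without knockout replicate 2 and without WT replicate 1, 2 or 3 (up to 0.133), Rab44 without WT replicate 2 (0.0530) and Fam155a without WT replicate 3 (0.0502). Ccl27a has a close copy, Ccl27b, and Ighv1-77 belongs to a family of like segments, so their counts are uncertain.

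Within 10 Mb of B4galt1 on either side, 7 of 129 tested genes were called in the covariate fit (5.43%), against 1.07% of tested genes elsewhere (Fisher's exact test, two-sided p 0.000581). They were Tmem215, which was higher, and Ankrd6, Fam219a, Il11ra1, Ccl27a, Cd72 and Gm12454, which were lower. Il11ra1 overlaps Ccl27a and has the close copy Il11ra2 in the annotation, so reads of this pair are uncertain. Whether the other called genes share reads with copies was not examined.

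**Figure D3:**
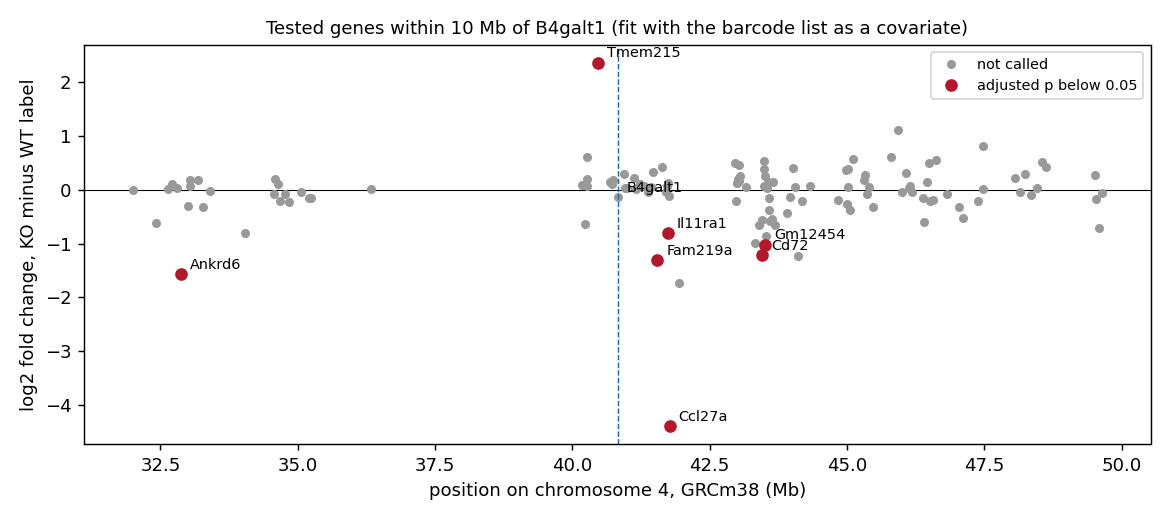
Log2 fold change (knockout minus wild-type label, barcode list as a covariate) of the tested genes within 10 Mb of B4galt1 against their position on chromosome 4 in Mb (GRCm38), with called genes in red and a dashed line at B4galt1. The 7 called genes lie on both sides of B4galt1, 6 of them lower.

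Of the 8 gene lists, 4 passed the threshold in the LSK sums by camera. HSC genes were lower (mean log2 fold change -0.33 over 12 genes, adjusted p 0.0030), as were Wnt target genes (-0.35 over 14 genes, adjusted p 0.0139) and Wnt pathway components (-0.32 over 31 genes, adjusted p 0.00012). G2/M genes were higher (0.19 over 51 genes, adjusted p 0.00081). None of these calls held under fry, which is a separate test and not camera with another correlation, or under camera with an estimated correlation. Each passed 0 lists, with 0 at an unadjusted p below 0.05, and lowest adjusted p of 0.205 and 0.356. The calls were lost for HSC genes without knockout replicate 1 (0.0610), and for Wnt target genes (0.232) and Wnt pathway components (0.153) without knockout replicate 3. G2/M genes passed in all 7 such fits. With the covariate the same 4 lists passed by camera, and again 0 under fry (3 at an unadjusted p below 0.05, lowest adjusted p 0.103) and 0 under an estimated correlation (0 unadjusted, lowest adjusted p 0.324). By camera, HSC genes (highest adjusted p 0.0196), Wnt pathway components (0.0141) and G2/M genes (0.0029) then passed with each library left out, while Wnt target genes were lost without knockout replicate 3 and without WT replicate 4 (up to 0.0707). Within list A alone, Wnt target genes had an adjusted p of 0.0660. Without the mature and granulocyte-monocyte-like cells, an alternative chosen after the data were seen, HSC genes (adjusted p 0.441) and G2/M genes (0.511, with a mean of -0.018) no longer passed.

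Megakaryocyte genes had a mean log2 fold change of 0.33 over 24 genes (camera adjusted p 0.461). The direction rested on 1 library: the mean was -0.66 without knockout replicate 3 (adjusted p 0.0063, lower), 0.59 without knockout replicate 1 (adjusted p 0.0476, higher) and 0.59 without knockout replicate 2 (adjusted p 0.0062, higher). It was -0.20 within list A. With the covariate the mean was 0.095 and the median 0.20, while camera's direction was down (adjusted p 0.881). Without the mature and granulocyte-monocyte-like cells the mean was 0.60 (adjusted p 0.00013). Interferon response (adjusted p 0.430), S phase (0.154) and the galactosyltransferase family (0.430) did not pass. With 1 library left out, interferon response passed in 1 of 7 fits, that without knockout replicate 3 (camera adjusted p 0.0013). S phase passed in 1 of 7, that without WT replicate 1 (0.0095), and the family in 0. With the covariate none of these 3 lists passed with every library (0.106, 0.106 and 0.427), and 3, 2 and 0 of 7 leave-one-out fits did.

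Adjusted over the list alone, 2 of 12 HSC genes (Hlf and Fgd5) and 1 of 24 megakaryocyte genes (Selp) passed in the LSK sums, and 0 members of the other 6 lists did. Over all genes tested, 0 members of any list passed. With the covariate the counts adjusted over the list alone were 3 HSC genes, 6 Wnt pathway components, 5 interferon genes, 2 megakaryocyte genes and 1 Wnt target gene. Over all genes tested they were 1, 2, 1, 2 and 1 in the same order. Among the members with the smallest p were Hlf (log2 fold change -1.15, SE 0.28, edgeR adjusted p 0.681, and 0.0442 with the covariate), Fgd5 (-1.09), Trpc6 (-1.24), Ccnd1 (-1.05), Lef1 (-1.72), Apcdd1 (-1.02), Ror2 (-1.51, SE 0.35, adjusted p 0.668, and 0.0421 with the covariate), Bcl9l (-0.88), Tcf7l1 (-1.03), Kif2c (0.47), Aurkb (0.49) and Tacc3 (0.43). With the covariate, Hlf (up to 0.147) and Ror2 (up to 0.125) were each lost without knockout replicate 1 or 2 and without WT replicate 1, 2 or 3. Of the 17 alternatives of that fit, Hlf was past the threshold in 10 and Ror2 in 8 (adjusted p up to 0.533). In HSC-like cells 1 of 7 lists passed by camera, Wnt pathway components (mean -0.19 over 29 genes, adjusted p 0.0030), and 0 did under fry or an estimated correlation, where 0 had an unadjusted p below 0.05. That call was lost without knockout replicate 3 and without WT replicates 1, 2 and 3 in turn, with adjusted p up to 0.807. In lymphoid-like cells, where lists were tested outside the comparisons laid down beforehand, camera also passed Wnt pathway components alone (mean -0.22 over 22 genes, adjusted p 0.0328), and fry and an estimated correlation passed 0 lists, with 1 and 0 at an unadjusted p below 0.05. The call was lost without knockout replicate 3 (adjusted p 0.996) and without WT replicates 1 (0.103), 2 (0.373) and 3 (0.131). With the covariate, camera passed 0 lists there (2 at an unadjusted p below 0.05), while fry passed Wnt target genes alone (mean -0.20 over 10 genes, adjusted p 0.0102). That fry call was lost without the gene filter (0.162), without knockout replicates 1 (0.0613) and 2 (0.0550) and without WT replicate 2 (0.0584).

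None of the 9 named classes passed the threshold for a difference in share. The exact test could hardly have given another outcome, since its smallest p of 0.0286, adjusted over 9 classes, stays above the threshold for a lone class. Granulocyte-monocyte-like cells took 16.6% ± 11.5 (SD, n = 3) of knockout-labelled cells and 2.59% ± 1.75 (SD, n = 4) of wild-type-labelled ones, with an exact permutation p of 0.0571 and an adjusted p of 0.514. The share was 3.47% in knockout replicate 3 and 4.99% in WT replicate 1, so the groups overlapped. When clusters were made within each list, the difference was 17.8 percentage points in list A (exact permutation p 0.1, the smallest that 10 splits allow) and 1.92 in list B. By edgeR on cell numbers the adjusted p was 0.167. Lymphoid-like cells took 4.51% ± 1.17 (SD, n = 3) against 8.97% ± 4.07 (SD, n = 4), with an exact permutation p of 0.143. In that joint clustering the share in list B was slightly higher under the knockout label, at 3.53% against 3.08%. When clusters were made within each list, the differences were -7.40 (list A, exact permutation p 0.1) and -6.20 (list B) percentage points.

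HSC-like cells took 25.8% ± 2.69 (SD, n = 3) against 24.7% ± 1.07 (SD, n = 4), with an exact permutation p of 0.571. Megakaryocyte-like cells took 1.80% ± 2.60 (SD, n = 3) against 1.18% ± 1.09 (SD, n = 4), with an exact permutation p of 0.686, and fell by 0.875 percentage points without knockout replicate 3. The classes were unstable. Keeping the 14 cells called doublets by Scrublet and clustering again gave 53 HSC-like cells in knockout replicate 1 where there had been 871. It turned the HSC-like share, difference in percentage points, to -7.66. The same setting took lymphoid-like cells in knockout replicate 3 and WT replicate 4 from 242 and 273 to 849 and 1514. Megakaryocyte-like cells in knockout replicate 3 went from 328 to 45 with doublets removed at the expected rate and to 872 without centring, and no cluster took that name with thinned cells or when clusters were made within lists. Sorting on Sca-1 and cKit sets which cells were captured, so these are shares of sorted cells.

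**Figure D4:**
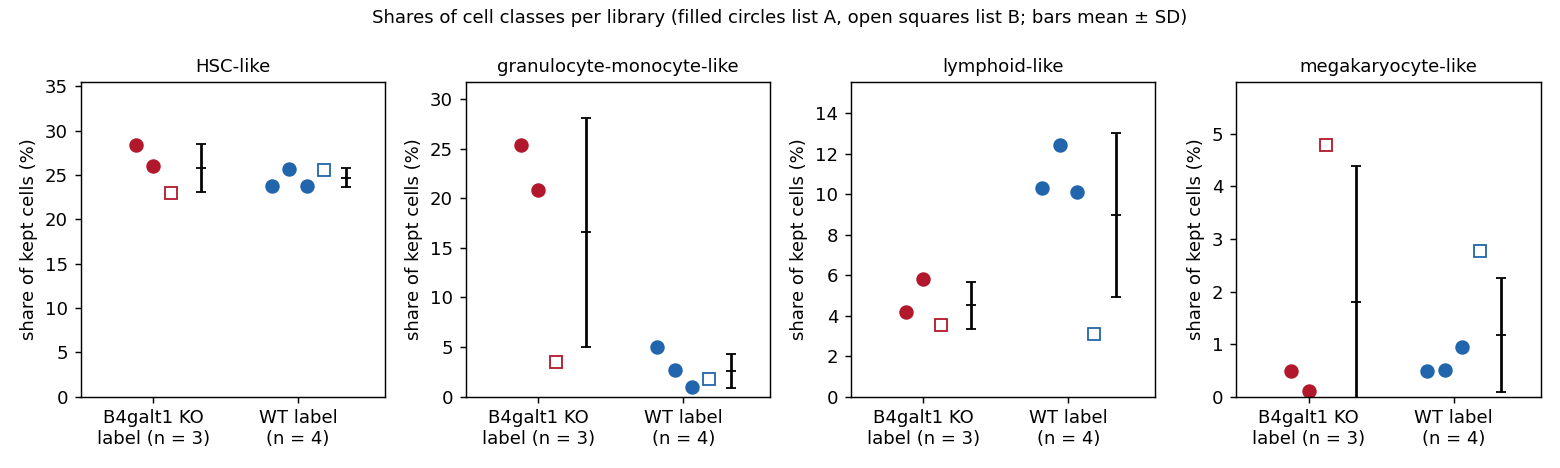
Share of kept cells (percent) in 4 classes for each library, with mean and SD beside the points, circles for list A and squares for list B. Granulocyte-monocyte-like cells reach 25.3% and 20.8% in the list A libraries of knockout label and 3.47% in knockout replicate 3.

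HSC-like and lymphoid-like cells alone had at least 20 cells in every library. In HSC-like cells edgeR called 0 of 11899 genes (106 at an unadjusted p below 0.05) and DESeq2 called 0. With the covariate edgeR called 14, 9 higher and 5 lower. Socs3 (log2 fold change 1.51, SE 0.19, edgeR adjusted p 0.0087) and BC018473 (1.56, SE 0.22, adjusted p 0.0184) had the smallest p of those without overlap. Socs3 and BC018473 were both lost without WT replicate 1. Of the 16 alternatives of that fit, Socs3 was past the threshold in 12 (adjusted p up to 0.366) and BC018473 in 14 (up to 0.0923). In lymphoid-like cells edgeR called 0 of 10229 genes (202 at an unadjusted p below 0.05) and DESeq2 called 17. With the covariate edgeR called 89, 53 higher and 36 lower, among them Prtn3 (2.21, SE 0.14, edgeR adjusted p 3.20e-08) and Lgals1 (2.08, SE 0.15, adjusted p 1.12e-07). A difference between the classes was not tested. Xist had a CPM of 1929, 2289, 2482 and 2553 in knockout replicates 1 and 2 and WT replicates 1 and 2, and below 1 in the others, which alone held Ddx3y at over 60 CPM. The sexes were thus unevenly spread over the labels and lists.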

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

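The comparison of libraries within a group was laid down before the data were examined, while the tests of the barcode list and of sex were chosen after the result was seen.

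WT replicate 4 stood far from the other 3 libraries of its group in 11 of the 56 quantities looked at. The gap to the nearest library took most of the range of the 4. Chance sets a library apart in about 1 in 20 such groups. WT replicate 4 held 89747946 UMIs against 14970791 to 22419960, and 8862 kept cells against 1168 to 1495. Gm42418 took 0.0145% of its UMIs against 2.82% to 3.03%. B cell-like cells took 0.632% of its cells and dendritic cell-like cells 0.271%. In the LSK sums its CPM was 12.4 for B4galt5, 14.4 for B4galt7, 49.7 for Ighv1-77 and 2.89 for Lef1. In HSC-like cells its B4galt1 CPM was 36.0, and in lymphoid-like cells its Lgals1 CPM was 100.05.

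WT replicate 4 is the only wild-type-labelled library of barcode list B. Knockout replicate 3, of the same list, had 80158438 UMIs, 6855 kept cells, 0.0090% for Gm42418, and CPM values of 13.2 for B4galt5 and 18.0 for B4galt7. Its dendritic cell-like share was 0.073% against 1.17% and 1.05% in knockout replicates 1 and 2, and its B4galt1 CPM in HSC-like cells was 29.3 against 49.4 and 56.0. Ighv1-77 stood at 11.2 against 0.56 and 1.11, and Lgals1 in lymphoid-like cells at 389 against 199 and 149. For these the pair went the same way within each label. Lef1 did not, at 0.30 against 0.13 and 0.83, and the B cell-like share of knockout replicate 3 was 0.029%. A difference between libraries of the 2 lists is a candidate explanation. In its favour, the biological coefficient of variation fell from 0.409 to 0.191 with the list as a covariate. Sex is a poor account: WT replicate 3 shares the sex pattern of WT replicate 4 and stood with WT replicates 1 and 2 in these 11 quantities. The animals' own differences stay open and were not tested. No biological explanation was tested for the library totals.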

How the results depend on the processing

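The barcode list covariate, list A alone, removal of doublets at the expected rate, sums without mature and granulocyte-monocyte-like (GM-like) cells and clustering within lists were chosen after the data had been seen. The other settings were laid down before.

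Without a covariate, the LSK count of 0 genes (edgeR, 693 at an unadjusted p below 0.05) became 96 under DESeq2, 1 with the replicate block, 162 with the covariate and 366 in list A alone, and stayed 0 under the other 17 settings. The covariate's own 162 genes became 562 without the gene filter, 855 under DESeq2, 92 at equal cells and UMIs, and 99 without mature and GM-like cells. Leaving out 1 library gave 14 to 361. The cause was not tested.

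In HSC-like cells the 0 genes (edgeR, 106 unadjusted, DESeq2 0) became 1 with the replicate block, 14 with the covariate and 25 in list A alone. The covariate's 14 became 143 without the gene filter, 26 under DESeq2, 8 at resolution 1.5, 5 without centring, 7 with doublets kept, 5 when clustered within lists, 7 with doublets removed at the expected rate, and 1 to 29 with 1 library left out. In lymphoid-like cells the 0 genes (edgeR, 202 unadjusted) became 7 without the gene filter, 17 under DESeq2, 28 with the replicate block, 89 with the covariate, 53 in list A alone, and 0 to 3 with 1 library left out. The covariate's 89 became 255 without the gene filter, 55 at resolution 1.5, 44 with doublets kept, 221 with thinned cells, 53 when clustered within lists, and 55 to 131 with 1 library left out. The cause was not tested. Thinned cells in the HSC-like class and clustering without centring in the lymphoid-like class were not run, because a library held as few as 1 and 0 cells.

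The LSK gene lists past the threshold fell from 4 to 0 under fry and to 0 under an estimated correlation. In HSC-like cells the single list became 2 with the replicate block, 0 in list A alone, 0 under fry, 0 under an estimated correlation, and 0 to 2 with 1 library left out. The cause was not tested.

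The HSC-like share, difference in percentage points, was 1.09 and turned to -0.813 without centring and -7.66 with doublets kept, and ran from -0.197 to 2.49 with 1 library left out. The megakaryocyte-like one ran from -0.875 to 1.46. The GM-like difference stayed above 0 under all 15 settings, and the lymphoid-like one below 0. The lymphoid-like exact permutation p was 0.0286, the smallest possible, at resolution 0.6, with doublets kept, thinned, and clustered within lists. The cause was not tested.

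B4galt1 in LSK ran from -0.29 to 0.021 with 1 library left out. In lymphoid-like cells its 0.024 turned to -0.14 (replicate block), -0.0068 (depth covariate), -0.044 (resolution 0.6), -0.14 (resolution 1.5), -0.066 (doublets kept), -0.14 (thinned) and -0.051 (doublets at the expected rate), and ran from -0.19 to 0.27 with 1 library left out. With the covariate, its 0.052 turned to -0.049, -0.12, -0.061, -0.11 and -0.064 under resolution 0.6, resolution 1.5, doublets kept, thinned and the expected doublet rate, and ran from -0.066 to 0.16. B4galt3 turned to -0.11 at equal cells and UMIs, and with the covariate to -0.15 there and -0.017 without mature and GM-like cells. B4galt6 turned to -0.29 without mature and GM-like cells, and to -0.27 with the covariate. With 1 library left out, B4galt2 ran from -0.93 to 0.19, B4galt3 from -0.075 to 0.40, B4galt5 from -0.51 to 0.049 (covariate -0.19 to 0.046) and B4galt6 from -0.16 to 1.13 (covariate -0.055 to 1.03). None of these changes of sign concerned a called gene. The cause was not tested.

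Muc13 kept its direction under all alternatives run. Without the covariate it ran from 0.014 to 0.86 in LSK, 0.48 to 1.02 in HSC-like and 0.93 to 1.53 in lymphoid-like cells. With it, it ran from 0.12 to 0.66, 0.53 to 0.92 and 0.92 to 1.43, and in HSC-like cells it was called without the gene filter (edgeR adjusted p 0.0290).

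The replicate numbers do not pair number 3, while pairs by number stay open for numbers 1 and 2. Deviations from the group means correlated at 0.531, 0.722 and -0.357 for numbers 1, 2 and 3. Knockout replicate 3 correlated at 0.889 with WT replicate 4, of one barcode list. Knockout replicate 1 correlated at most at 0.3234 with a WT replicate of another number. For knockout replicate 2 that highest value was 0.5004, also below the value for its own number. The correlation is across genes, which are not independent replicates. The replicate block changed the counts given above and no class share call. A block that sets knockout replicates 1, 2 and 3 with WT replicates 1, 2 and 4 was not fitted.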

Other observations

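Tests chosen after the result was seen were those of the barcode list, of the splits that part list B, of the lists in lymphoid-like cells, of GM-like cells in the LSK sums and in the HSC gene list, of sex, of the chromosome 4 window, of Ly6a, of the bound on free RNA and of the cluster mix for Muc13 in lymphoid-like cells, as was the reading of the depth test by overlap and size. The 35 splits of the libraries and the other tests were set before their values were seen.

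The 7 libraries can be split into 3 and 4 in 35 ways. Without a covariate, all 35 splits gave at least the 0 genes (edgeR, 693 at an unadjusted p below 0.05 in the LSK sums, and 96 by DESeq2) of the real split in LSK, all 35 in HSC-like and all 35 in lymphoid-like cells, so those counts exclude nothing. A split with both list B libraries on one side, beside knockout replicate 1, gave 4423 LSK genes, but the other 4 splits that set 1 library beside this pair gave at most 6. With the list as a covariate, 2 of 35 splits gave as many LSK genes as the real 162, so chance cannot be excluded. The other split, of WT replicates 1, 2 and 3 against the rest, differs from the real one only in the side of WT replicate 4. In HSC-like cells 4 splits gave as many as the real 14, so chance cannot be excluded there. In lymphoid-like cells 1 split, the real one, gave as many as 89. The other splits that gave as many in LSK and HSC-like cells put both list B libraries on one side. Among the 20 splits that part them, as the real one does, the real split alone gave as many genes in LSK, HSC-like and lymphoid-like cells, where the most that any of the other 19 gave was 0, 2 and 7 genes by edgeR. That is a share of 0.05, the smallest that 20 splits allow and not under the threshold. For lymphoid-like cells the real split also stood alone over all 35 splits. The barcode lists make the libraries of those splits unlike, so chance is not excluded there either. For the gene lists, 13 splits in LSK, 12 in LSK with the covariate, 30 in HSC-like and 23 in lymphoid-like cells gave as many, so chance cannot be excluded. For the fry call in lymphoid-like cells with the covariate, 1 of 35 splits, the real one, gave as many. The barcode lists make the libraries unlike, and no allowance was made for the choice of class, fit and test. Chance is therefore not excluded, over all 35 splits or over the 20 that part list B, and other settings lose the call.

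Few genes were called in the LSK sums without a covariate. A difference between libraries of the 2 barcode lists is consistent with this: with the list as a covariate the biological coefficient of variation was 0.191 against 0.409 without it. Simulated counts with such a difference lost 100 of 200 changed genes without the covariate and 1 with it.

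For the 162 genes of the covariate fit, a larger number of GM-like cells may account for part of the change. Leaving out these cells together with the mature cells, the median ratio of the log2 fold changes was 0.776, and 75 of the 162 were still called. That argues against GM-like cells as the whole cause. Lymphoid-like cells averaged 4.51% of knockout-labelled and 8.97% of wild-type-labelled cells (exact permutation p 0.143). They were not left out of the sums in any setting, so the part of their number in the 162 genes was not tested. Sex was examined by the place of WT replicate 3. Without WT replicate 3 sex is balanced within lists, and the median ratio was 0.942, with the same sign for all 162 genes and 14 still called. In list A WT replicate 3 alone differs in sex from the rest, so sex alone would make its distance from WT replicates 1 and 2 account for the whole difference between labels, a part of 1. The median part was 0.0598, and it was over 0.5 for 0 of the 162 genes. A gene with a large part would have a wide spread among wild-type-labelled libraries and could hardly have been called. The choice of called genes thus left little room for another outcome in either test of sex. The direction of the called genes did not rest on WT replicate 3, but an effect of sex stays open.

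The HSC gene list was lower in LSK sums, and without the mature and GM-like cells its camera adjusted p was 0.441. More GM-like cells are therefore a candidate explanation of that call, though the mature cells were left out with them. The unresolved effect of the label itself stays beside it.

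The called genes near B4galt1 were noticed among the called genes first. Only 0.274% of the windows of the same size around tested genes held as many, and 0 of those lay on other chromosomes. The labels give a mixed background, 129S1/C57Bl/6, and a segment of another strain carried along with the targeted allele is a candidate explanation. Regulation by B4galt1 itself, and reads divided between close copies such as Ccl27a and Ccl27b, stay open and were not tested apart.

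For Muc13, a different mix of clusters within the classes stays open. The lymphoid-like class is 1 cluster, so the clustering itself leaves no mix to be tested there, and a mix of cells inside that cluster and a true difference cannot be told apart. The 6 clusters that could be tested lay outside the HSC-like class, and 1 of them is the lymphoid-like cluster itself. In 3 of the 6, that cluster included, every knockout-labelled library lay above every wild-type-labelled one, and the mean was higher in all 6. No HSC-like cluster had enough cells in every library to be tested singly. Mix and a true difference therefore cannot be told apart in HSC-like cells. For the depth of the cells, thinning each cell to 3000 UMIs left 0.601 against 0.354 UMIs per HSC-like cell, with an exact permutation p of 0.0571, as before thinning. The groups still did not overlap, and the log2 ratio was 0.77 against 0.64 before. Thinning drew from each cell's own counts and so kept its expected share of Muc13. The difference could hardly have been lost, and thinning decides nothing about depth. The HSC-like difference was itself short of the threshold by the exact permutation test. In lymphoid-like cells thinning left 0.189 against 0.104, with an exact permutation p of 0.114. The log2 ratio was 0.86 against 0.99 before, so the difference was largely kept, but the groups overlapped at these low counts. For the same reason thinning decides nothing about depth there, and depth and a true difference cannot be told apart. A different mix of cells within either class may thus contribute, and the label's own effect stays open in both classes.

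GM genes were higher in lymphoid-like cells of the knockout-labelled libraries. The ratio of these genes in lymphoid-like cells to the whole library decided nothing. It averaged 0.472 in the knockout-labelled and 0.386 in the wild-type-labelled libraries, with an exact permutation p of 0.8. The ratios were 0.159, 0.350 and 0.907 in the knockout-labelled libraries, and their mean was 0.255 without knockout replicate 3. Free RNA from GM-like cells would also bring Elane and Ms4a3. In knockout replicates 1, 2 and 3 Elane stood at 1.30%, 2.58% and 0.311% of its level in GM-like cells and Ms4a3 at 1.49%, 2.77% and 0.296%, while Prtn3 stood at 8.46%, 21.3% and 10.8%. With the most free RNA that Elane and Ms4a3 allow taken off the knockout-labelled libraries alone, a median part of 0.755 of the difference was left over 7 genes. Of these, 6 lay apart between the groups. The exception, Mpo, overlapped before as well, at 460 CPM in knockout replicate 1 and 561 in WT replicate 4. The part left argues against free RNA as the whole cause. Doublets stay open. With the covariate, Prtn3 was past the threshold in all 16 alternatives, removal of doublets at the expected rate among them. That covers 1 of the 7 genes, and under that removal the class itself went from 242 to 951 cells in knockout replicate 3. Earlier GM cells counted in this class and a true difference also stay open and were not tested.

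For the larger GM-like share, cells outside the Sca-1 gate stay open. Ly6a, which encodes Sca-1, was lower in GM-like than in HSC-like cells of all 7 libraries, but it was so in lymphoid-like cells of all 7 too. It goes with the cell type under both labels, so this test decides nothing about the share. The cell filter stays open as well. Over every deposited barcode the median log2 fold change of the GM markers was 2.03, with 13 of 13 higher. Kept cells held most of those UMIs, 46724395 of 53397644 in knockout replicate 1 and 17193768 of 22419960 in WT replicate 3. That sum could hardly have come out otherwise and says little about the share among the barcodes left out. A true change in the progenitors stays open and was not tested.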
